A study of Rattus norvegicus with 12 samples. Its data were reported in "Systematic identification of 3′-UTR regulatory elements in activity-dependent mRNA stability in hippocampal neurons" (2014).

How the data were processed

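RNA of rat hippocampal neuron cultures was measured on 12 Illumina RatRef-12 arrays, 1 for each combination of stimulus (Block or Activity), ActD (present or absent) and harvest (5, 30 or 60 min). Arrays were assigned to groups by the deposited labels. All arrays carried replicate number 3, and arrays of other replicates or platforms were not analysed here.

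The authors pooled coverslips for each sample, scanned the arrays on an Illumina BeadStation and summarized the beads of each probe in BeadStudio. The deposited intensity values were linear mean bead signals for 22523 probes, without background subtraction or scaling. The deposited detection p-value of each probe and array, computed by the authors' software, compared the signal with the negative controls of that array. A second deposited table held the same intensities multiplied by 1 factor per array (0.882 to 1.12), which gave every array the same total, with medians from 62.1 to 74.3; its values were used as an alternative. BeadStudio's version was not given in the sources used here.

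Gene symbols came from the platform's annotation: 13793 probes had 1 symbol, 0 had several and 8730 had none. Of the named probes 13752 matched a symbol of the rat reference GRCr8, which was used for names alone, and 0 symbols needed updating. Unnamed probes were counted but not named.

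Intensities were background-corrected by normexp from the detection p-values, quantile-normalized and log2-transformed with limma's neqc (offset 16; limma 3.58.1, R 4.3.3). Probes with a detection p under 0.01 on at least 2 of the 12 arrays were tested (11792 probes, 8356 of them named, for 8169 genes). The signal over background of a probe limits how small a change can be seen, and the number of arrays limits the precision. Differences are on the log2 scale and are given ± SE unless SD is stated.

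Since each group held 1 array, the harvests of a treatment stood in for replicates. Except in the fits at single harvests and the contrast of harvests, p-values therefore rest on the spread of an effect between harvests, and may be technical. In the contrast of harvests the treatments stood in for replicates. Its p-values rest on how far the harvest difference varied between treatments, and do not measure the spread between preparations of a harvest. Treatments were applied to parallel cultures, grown over glia, but the sources used here do not say that these came from separate preparations. The ActD effect, the activity effects with and without ActD and their interaction were fitted with harvest as a factor (6 residual degrees of freedom). Late activity effects were fitted over 30 and 60 min (3 residual degrees of freedom), and the ActD by time trend per hour (5 residual degrees of freedom). Tests were limma's lmFit and eBayes with a variance trend and Benjamini-Hochberg adjustment at 0.05. Effects at single harvests (3 residual degrees of freedom) and the contrast of harvests were added after seeing the data, as was the use of 1 shared Block control. The residual of the fits at single harvests was the difference between the activity effects with and without ActD within each harvest. Their p-values therefore do not measure how far an effect repeats between harvests or cultures.

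Co-regulation followed the steps the methods state (scaling to total intensity, a detection p of 0.1 and z-transformation). The methods name no log step and speak of a z-transformation across samples, so the log step and z-scoring per array were choices made here. The formula of the z-fold and the number of arrays on which a probe had to be detected were not given in the sources used here and were fixed with the design. Intensities were scaled to equal totals, probes with a detection p under 0.1 on all 12 arrays were kept (10040, with 12483 set aside), logs were z-scored per array, and the difference of z-scores was divided by its SD over probes. Probes at or past 1.4 in the same direction with and without ActD were counted. The overlap of independent lists was computed from the numbers in each list. In 100 simulations of unchanged arrays, noise was drawn independently for each probe and array. They gave the overlap expected under such noise with own and with shared controls.

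The design, the tests, 17 gene lists and the alternatives were fixed before the data were examined. The lists were immediate early genes (60 genes, of which 49 were on the array and 42 were tested), short-lived regulators, axon and neuron projection, synaptic vesicle and release, postsynaptic density and receptors, ribosomal proteins, oxidative phosphorylation, heat shock and unfolded protein response, p53 targets, markers of astrocytes, the oligodendrocyte lineage, microglia, fibroblasts and vessels, and interneurons, the study-named genes, and the predicted targets of miR-326-3p and miR-330-5p and of miR-485-5p. Ribosomal kinases, genes named as similar to ribosomal proteins and binding partners of ribosomal proteins were left out of the ribosomal list. The study picked the microRNAs from motifs in transcripts it found regulated by activity, with miR-485-5p also found on a second platform. Its named genes were host genes or targets of such microRNAs, with Sv2a known from earlier work. Lists were tested with limma's camera, with 1 probe per gene (the brightest) and a preset correlation of 0.01, and again with an estimated correlation, adjusted over the 17 lists. For differences between single arrays the list median was placed among 10000 random lists matched on mean expression.

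Named genes were chosen by a fixed rule: up to 10 per direction with the largest change among genes that passed and moved the same way in every matched pair of arrays, otherwise the 5 with the lowest p; 2 to 4 members of each list by lowest p; the measured immediate early genes; the study-named genes; and, for co-regulation, the 10 genes per direction with the largest smaller z-fold value.

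The procedures were tested on simulated data with 200 changed probes among 11792. At 2-fold, 100% of changed probes were recovered for the ActD effect, 99% for each activity effect and 85% for their interaction. Recovery at 2-fold was 89.5% and 93.5% for the late effects without and with ActD, 41.5% for their interaction, 38.5% for the trend, 92.5% for ActD at 5 min, 89.5% for activity at 30 min and 100% for the harvests. At 1.5-fold it was 94% for the ActD effect, 55% and 57.5% for the activity effects without and with ActD and 11.5% for their interaction.

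Alternatives were scaling to equal totals, quantile normalization without background correction, background correction with median scaling, the second deposited table, other detection filters, robust variance estimation, no variance trend, array weights, harvest as minutes, and leaving out each array or harvest. The search for microRNA seed sites was not run because no reference with annotated 3′ untranslated regions was used here.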

Results

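Transcript levels were measured in cultures of rat hippocampal neurons on 12 Illumina RatRef-12 expression bead arrays, each carrying probes for 22523 transcripts. All cultures were first held in a cocktail that blocked synaptic and spiking activity. Activity cultures were then stimulated for 5 min with bicuculline and 4-aminopyridine (BiC/4-AP), which block inhibition and potassium channels and so release synaptic firing, while Block cultures stayed in the inhibitors. Each condition was run with and without actinomycin D (ActD), an inhibitor of transcription, and RNA was harvested at 5, 30 or 60 min. The paper describes rinses in medium with ActD or DMSO and a pre-incubation before the stimulus. Exposure to ActD therefore began before the stimulus and lasted longer than 5 min at the first harvest. Every combination of stimulus, ActD and harvest was measured on 1 array, and all 12 carried the same replicate number, so no group held replicates. Total intensity ranged from 10858200 (Block, 30 min) to 13824800 (Activity, 5 min), and between 9751 and 11032 probes per array were detected at p under 0.01. The number of arrays limited the precision of every comparison.

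Block arrays of 5 min differed from those of the later harvests more than Activity arrays differed from the Block arrays of their harvest. The log2 differences between Block arrays without ActD had an SD of 0.39 across probes at 30 and 0.44 at 60 against 5 min, with 894 and 1081 probes past 1.5-fold, but 0.23 at 60 against 30 min, with 229 probes. Activity and Block arrays of 1 harvest differed with an SD between 0.15 and 0.22 across probes, with and without ActD, and with 26 to 230 probes past 1.5-fold. The first principal component held 69.1% of the variance and placed the 4 arrays of 5 min at scores from -59.1 to -22.6 and the 8 later arrays from 13.2 to 31.3.

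The first question was which transcripts changed with 5 min of synaptic activity independently of transcription. A probe was counted as co-regulated when its z-fold change, computed here as the difference in z-scored intensity divided by the SD of that difference over probes, reached 1.4 in the same direction with and without ActD. At 5 min 33 probes were co-regulated downwards, 23 of them named, and 30 upwards, 17 of them named, among 10040 probes. The upregulated transcripts included Egr1, an activity-induced transcription factor, with z-fold values of 1.72 without and 1.75 with ActD, the stress cytokine Gdf15 (5.25 and 2.16), the haem oxygenase Hmox1 (2.54 and 1.57), the methyltransferase Nnmt (3.02 and 1.91) and Bmp6 (1.55 and 1.61). Fbxo34, Rhbdf1, Ampd3, Crot and Fabp2 completed the 10 upregulated genes with the largest smaller z-fold value. Downregulated transcripts were led by B3gat1, which encodes the glucuronyltransferase that makes the HNK-1 carbohydrate (-2.22 and -4.32), the mitochondrial ribosomal protein Mrps10 (-2.20 and -3.01) and the deadenylase subunit Cnot6 (-2.17 and -2.87), followed by Nipsnap2, Myl1, Cenpt, the vitamin D hydroxylase Cyp24a1 (-1.75 and -5.63), Metap1, Timp1 and Rnf26. These 1 against 1 differences had no replicate check.

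Of the genes that the study singled out, Sv2a, a synaptic vesicle glycoprotein, had z-fold values of -1.57 without and 0.44 with ActD. The protease Nrdc had -1.35 and 0.58, and the microtubule-associated Eml2 had 0.96 and 1.62, so none of these 3 was co-regulated at 5 min. Mapt was not named on any probe here.

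Independent lists of the same sizes share 50.1 probes downwards and 58.8 upwards, so both counts at 5 min lay below that level, and 327 probes passed the threshold in opposite directions. Across probes, which are not independent replicates, the log2 changes with and without ActD had a correlation of -0.27. At 30 min 298 probes were co-regulated downwards and 62 upwards, against 39.2 and 25.9 for independent lists, and at 60 min 19 and 14, against 48.7 and 46.5. The ratio of the count to that of independent lists was 0.58 at 5 min and ranged from 0.36 to 3.20 when the change without ActD at 1 harvest was paired with the change with ActD at another.

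When the Block array without ActD served as the control of both contrasts, a choice made after seeing the data, 369 probes were co-regulated downwards and 136 upwards at 5 min, 505 in total. In 100 simulations of unchanged arrays against 1 shared control, the total averaged 474 (range 434 to 528), compared with 147 when each array had its own control. Noise was drawn independently for each probe, so the simulated ranges leave out shifts shared by many probes. By direction these simulations averaged 238 downwards (range 211 to 268) and 236 upwards (range 209 to 262), so the observed count lay above the range downwards and below it upwards. Against this control the contrast with ActD also holds the difference between ActD and its absence. The correlation of the log2 changes was 0.60, against 0.50 in the simulations, and the covariance was 0.0362, against 0.0161.

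**Figure D1:**
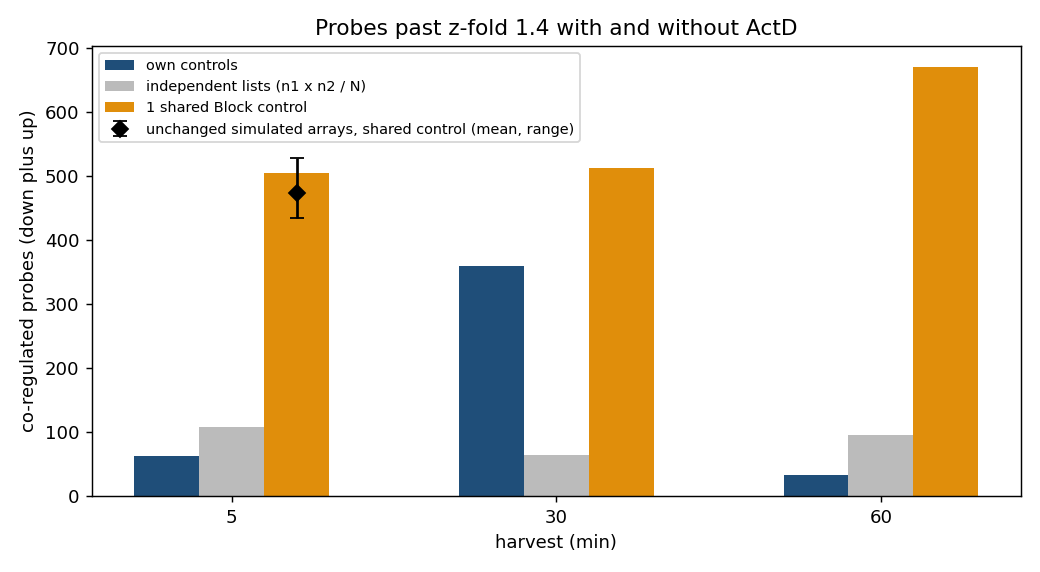
Number of probes (vertical axis) past z-fold 1.4 in the same direction with and without ActD at each harvest in min (horizontal axis). Blue bars use each contrast's own Block control, grey bars give the overlap of independent lists, orange bars use 1 shared Block array, and the diamond with its range gives unchanged simulated arrays with a shared control at 5 min, which averaged 474 against 505 observed, with 238 against 369 downwards and 236 against 136 upwards.

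At 5 min the neuronal gene lists lay on opposite sides with and without ActD. Without ActD, the median of the 51 axon and neuron projection genes was -0.19 on the log2 scale (percentile 0 among 10000 random lists matched on mean expression), that of the 41 synaptic vesicle genes -0.18 (percentile 0) and that of the 38 postsynaptic genes -0.13 (percentile 0.19). With ActD the same medians were 0.13 (percentile 100), 0.10 (percentile 99.85) and 0.13 (percentile 99.98). Microglia markers, which report another cell type of such cultures, lay on the opposite side of the neuronal lists, with medians of 0.43 without ActD (percentile 99.96) and -0.43 with ActD (percentile 0.03). Interneuron markers had medians of -0.17 (percentile 1.32) and 0.10 (percentile 96.52). Immediate early genes, which neuronal firing induces within minutes, had medians of 0.13 (percentile 99.85) and 0.06 (percentile 97.61), and ribosomal protein genes 0.07 (percentile 100) and -0.02 (percentile 1.56). The predicted targets of miR-326-3p and miR-330-5p lay at -0.04 (percentile 2.96) and 0.02 (percentile 90.26) and those of miR-485-5p at -0.02 (percentile 25.96) and 0.01 (percentile 76.49); the study picked these microRNAs from motifs in its destabilized transcripts, so their direction is not independent evidence. Scaling to equal totals turned none of these medians but gave immediate early genes 0.02 without ActD (all genes -0.07) and 0.10 with ActD (all genes 0.03), microglia markers -0.28 with ActD, and the microRNA targets -0.10 without and 0.05 with ActD, while median scaling gave axon genes -0.11 without ActD and ribosomal protein genes 0.16 and -0.10. The percentiles describe single arrays and carry no replicate check.

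The effect of activity over the 3 harvests was then tested without ActD, with the harvests standing in for replicates. Axon, postsynaptic and synaptic vesicle genes lay lower in Activity than in Block cultures, whereas 7 of 12 interneuron markers lay higher (median 0.02, mean -0.06, camera adjusted p = 0.423). Among the axon and neuron projection genes 37 of 51 had lower values, with a median of -0.12, among the postsynaptic genes 29 of 38 (median -0.15) and among the synaptic vesicle genes 27 of 41 (median -0.07). The dendritic microtubule protein Map2 differed by -1.01 ± 0.28 (SE), the vesicle protein Sv2b by -0.93 ± 0.33, the glutamate receptor Grm5 by -0.68 ± 0.24 and the neurotrophin receptor Ntrk2 by -0.49 ± 0.15, each lower at all 3 harvests, but none of these genes passed the test. Microglia markers lay higher in 9 of 9 cases (median 0.12, camera adjusted p = 0.169). Their median was 0.43 at 5 min but 0.04 over the later harvests alone, where 6 of 9 lay higher. Ribosomal protein genes (46 of 57 higher, median 0.06), oxidative phosphorylation genes (50 of 65, median 0.08) and immediate early genes (33 of 42, median 0.09) lay higher, although the median of the immediate early genes was -0.00788 after scaling to equal total intensity, where that of all probes was -0.05. In limma's camera test with a preset correlation, adjusted over 17 lists, these 6 lists were called, with adjusted p = 1.01e-06 for the axon list, 2.40e-05 for the postsynaptic, 7.40e-05 for the ribosomal, 0.00104 for the oxidative phosphorylation, 0.00212 for the synaptic vesicle and 0.0117 for the immediate early list. No list was called otherwise: in the same order, adjusted p = 0.130, 0.0681, 0.235, 0.380, 0.0681 and 0.0836 with an estimated correlation.

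No single probe of the 11792 tested passed limma's moderated test at a Benjamini-Hochberg adjusted p of 0.05 in this comparison, where 884 had an unadjusted p under 0.05 (461 higher and 423 lower). Robust variance estimation also gave 0. The named genes with the lowest p were Coro1b (0.48 ± 0.10), Hoxb1 (0.64 ± 0.15), the TWEAK receptor Tnfrsf12a (0.57 ± 0.13), Trip10 (0.59 ± 0.14) and Gstp1 (0.27 ± 0.07), each higher at all 3 harvests and each with an adjusted p of 0.654. Among the immediate early genes, Ier3 differed by 0.29 ± 0.09, Ier5 by 0.25 ± 0.08 and Nr4a3 by -0.47 ± 0.15; 0 of 44 probes passed over all probes and 0 when adjusted over the list alone. Of the study-named genes 1 passed when adjusted over the list alone.

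With ActD, added to block transcription, no gene and no list was called. The limma count was 0, with 338 probes at an unadjusted p under 0.05 and 0 with robust variance estimation. Single pairs of arrays with ActD went in opposite directions, as 217 of the 230 probes past 1.5-fold were lower in Activity cultures at 30 min but 3 of the 109 at 60 min. The lowest p values belonged to Aagab (-0.57 ± 0.14), Zbtb1 (0.55 ± 0.14), Egf (0.52 ± 0.14), the autophagy factor Rb1cc1 (0.51 ± 0.14) and the ammonium transporter Rhcg (0.62 ± 0.18), all with an adjusted p of 0.996. The axon genes had a median of 0.03, the postsynaptic genes 0.04, the synaptic vesicle genes -0.02 and the immediate early genes 0.02. The targets of miR-485-5p had a median of -0.03, with 74 of 115 lower (adjusted p = 0.444 in camera), and those of miR-326-3p and miR-330-5p a median of 0.01.

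The difference between the effects of activity with and without ActD was tested as an interaction. Axon genes were shifted upwards with ActD relative to without it (median 0.17, 39 of 51 higher), as were postsynaptic genes (median 0.11, 27 of 38), and microglia markers (median -0.35, 9 of 9 lower), ribosomal protein genes (median -0.08, 46 of 57) and oxidative phosphorylation genes (median -0.09, 54 of 65) were shifted downwards. Camera called these 5 lists, with adjusted p = 1.69e-05, 5.01e-04, 0.0266, 7.10e-04 and 0.00110, and the calls were lost at adjusted p = 0.250, 0.250, 0.509, 0.509 and 0.509 with an estimated correlation. Over the later harvests alone the microglia shift was not seen (median -0.07, 4 higher and 5 lower). At 5 min their activity differences were 0.43 without and -0.43 with ActD. Of these markers, Fcgr3a, Ctss and Tyrobp were detected on 0 of the 8 later arrays and Cd14 on 5. Background therefore limits what the later harvests can show for this list. No probe passed (755 at an unadjusted p under 0.05, 0 with robust variance estimation). The lowest p values were those of Trip10 (-0.94 ± 0.20), Rb1cc1 (0.90 ± 0.20), the interferon-induced Mx2 (-0.79 ± 0.18), Afg3l1 (-0.85 ± 0.20) and the olfactory receptor Or2l5 (-0.85 ± 0.21). The glutamate receptor subunit Gria2 (1.12 ± 0.35) and the dendritic Map2 (1.03 ± 0.39) were among the neuronal genes with the lowest p values.

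At the later harvests of 30 and 60 min, where transcriptional responses would have had time to build up, axon, postsynaptic and synaptic vesicle genes again lay lower in Activity than in Block cultures without ActD. Map2 differed by -1.31 ± 0.32, Sv2b by -1.10 ± 0.32 and Grm5 by -0.87 ± 0.27. Of the interneuron markers 8 of 12 lay higher (median 0.07, mean -0.01, camera adjusted p = 0.896), but the GABA-synthesizing enzyme Gad2 differed by -0.98 ± 0.21. The axon (median -0.13), postsynaptic (-0.12) and synaptic vesicle lists (-0.07) lay lower and the ribosomal (0.06) and oxidative phosphorylation lists (0.07) higher in camera, with adjusted p = 7.20e-05, 7.20e-05, 0.00867, 9.51e-04 and 0.00580, and with adjusted p = 0.226, 0.226, 0.226, 0.334 and 0.373 with an estimated correlation. The orphan nuclear receptor Nr4a3, an immediate early gene, lay lower with activity (-0.54 ± 0.11, at both harvests) and was the only immediate early gene called when adjusted over the list alone, with 0 called over all probes. Of the interneuron markers and of the study-named genes 1 each was also called over its list alone. Other members lay higher at both harvests without passing either test, such as the pentraxin Nptx2 (0.56 ± 0.16), Junb (0.33 ± 0.12) and the phosphatase Dusp5 (0.35 ± 0.13). The sodium-calcium exchanger Slc24a2 (-0.93 ± 0.18), the coactivator Ppargc1a (-0.96 ± 0.20) and Hacd3 (-0.65 ± 0.14) shared the lowest p values with Nr4a3 and Gad2, at an adjusted p of 0.408. Ppargc1a was detected on 5 of the 12 arrays, so background limits the size of its change. The limma count was 0 (1100 probes at an unadjusted p under 0.05, 0 with robust variance estimation), but 181 and 173 probes passed without the Block+ActD array of 30 or 60 min, which does not enter this difference and only changed the estimated spread.

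With ActD at these harvests, the centriolar satellite protein Pcm1 (0.68 ± 0.12), the GABA receptor subunit Gabrb1 (0.57 ± 0.10), the cohesin subunit Smc3 (0.58 ± 0.11), the phospholipase Plcb1 (0.68 ± 0.13) and Zfp518a (0.93 ± 0.19) lay higher in Activity than in Block cultures, each at both harvests and each with an adjusted p of 0.502. No list was called. The limma count was 0, with 732 probes at an unadjusted p under 0.05 and 0 with robust variance estimation, but 86 probes passed without the Block+ActD array of 60 min and 13 without that of 30 min. In the interaction at these harvests Pcm1 (1.10 ± 0.17), Gabrb1 (0.83 ± 0.15), Zfp518a (1.45 ± 0.26), Smc3 (0.86 ± 0.16) and Gria2 (1.15 ± 0.21) had the lowest p values (adjusted p = 0.255); the count was 0, with 1049 probes at an unadjusted p under 0.05 and 0 with robust variance estimation, and 302 passed without the Block+ActD array of 30 min. The axon (median 0.10), postsynaptic (0.09), ribosomal (-0.09) and oxidative phosphorylation lists (-0.08) were called in camera (adjusted p = 0.0385, 0.0111, 0.00624 and 0.0111), each with an adjusted p = 0.574 with an estimated correlation. Of the postsynaptic genes, 3 were called when adjusted over the list alone and 0 over all probes.

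ActD was compared with its absence over all harvests to ask what a block of transcription did to transcript levels. Short-lived regulators, a list of transcripts known for rapid turnover, lay lower in 32 of 49 cases (median -0.04, camera adjusted p = 0.0893), and immediate early genes showed no shift (median 0.0019, 22 of 42 higher). The autophagy factor Rb1cc1 (-0.57 ± 0.10), the nucleolar protein Nop58 (-0.46 ± 0.09), Polr1f, a subunit of RNA polymerase I (-0.52 ± 0.10), Ostm1 (-0.29 ± 0.06) and the transcription factor Hand2 (0.51 ± 0.10) had the lowest p values, with an adjusted p of 0.170. The limma count was 0, with 2167 probes at an unadjusted p under 0.05 (981 higher, 1186 lower) and 0 with robust variance estimation. Adjusted over the list alone, 2 short-lived regulators, 3 postsynaptic genes and 1 gene each of the synaptic vesicle, astrocyte, fibroblast and vascular, and p53 target lists were called. The count was 604 without the Block+ActD array of 30 min. The change per hour with ActD minus that without, which decay would make negative, gave 0 probes (0 with robust variance estimation) and 245 without the Block+ActD array of 30 min. At an unadjusted p under 0.05 there were 1321 probes, 921 higher and 400 lower. Ceruloplasmin (Cp, adjusted p = 0.117) had the lowest p but was detected on only 1 of the 8 later arrays. Slc7a14 (-1.36 ± 0.26), Smc3 (1.57 ± 0.30), the chaperone Hsp90aa1 (1.61 ± 0.33) and Ccar1 (1.14 ± 0.25) came next (adjusted p = 0.274). No list was called for this change or for the mean ActD effect.

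Fitted separately at each harvest, a comparison added after seeing the data, 938 probes were lower and 148 higher with ActD at 5 min, whereas the counts at 30 and 60 min were 0 (322 and 397 at an unadjusted p under 0.05, 0 with robust variance estimation). The Block and Activity arrays with ActD at 5 min had the fewest probes detected at p under 0.01 (9751 and 10001, against 10484 and 10468 without ActD). Whether array or RNA quality contributed to the lower values was not tested. The counts at 5 min moved with the processing: median scaling gave more lower and fewer higher probes. Their total fell without a variance trend or an array of 30 min and rose without an array of 60 min. Among the transcripts that fell, Sv2b fell by 1.81 ± 0.38, the AMPA receptor subunit Gria2 by 1.52 ± 0.32, Gabrb1 by 1.12 ± 0.22, the vesicular glutamate transporter Slc17a6 by 1.09 ± 0.19 and the neuronal receptor Gpr22 by 1.94 ± 0.26. Others were the chaperone Hsp90aa1 (-1.61 ± 0.18), Smc3 (-1.68 ± 0.25), the autophagy receptor Tax1bp1 (-1.68 ± 0.19) and Cp (-1.73 ± 0.19). Sh3bgrl1, Lpar4, Fam111a and Mospd2 also passed but were not detected on the Block+ActD array of 5 min, so background limits the size of their change. Of the immediate early genes Bdnf (-0.94 ± 0.20), Ptgs2 (-0.90 ± 0.17) and Rgs2 (-0.42 ± 0.11) fell, and of the short-lived regulators 10 of 49, among them the splicing kinase Clk1 (-0.84 ± 0.16) and the cyclin Ccnl1 (-0.96 ± 0.21). Transcripts that rose included Ptgds (1.09 ± 0.18), the endocannabinoid hydrolase Faah (0.78 ± 0.15), Lamtor5 (0.76 ± 0.12) and Col18a1 (0.76 ± 0.19). No list was called, although scaling to equal totals called some. Of the 51 axon genes 7 fell and 1 rose (list median -0.03, 24 higher and 27 lower). Of the 41 synaptic vesicle genes 6 fell, but 25 lay higher (list median 0.15), while 938 of all 11792 probes fell. Microglia markers had a median of 0.15 (0.65 in Block and -0.40 in Activity cultures). With median scaling it was -0.05, where the median of all probes moved from 0.06 to -0.06. The difference between the effect at 5 min and at the later harvests passed for 133 probes downwards and 2 upwards, and the count at 5 min was 0 without the Block or the Block+ActD array of that harvest, where a single pair of arrays was left.

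Activity was likewise fitted at each harvest after the data had been seen. At 30 min 44 probes were lower and 3 higher in Activity than in Block cultures, over both ActD states. This count nearly vanished without a variance trend, and rose with array weights or without an array of 60 min. The fallen transcripts included the growth cone protein Dpysl3 (-1.61 ± 0.16), the microtubule protein Map1b (-1.44 ± 0.23), the axonal kinesin Kif5c (-1.14 ± 0.16), the transcription factor Nfix (-1.31 ± 0.18), the RNA helicase Ddx6 (-1.26 ± 0.20) and Rab14 (-1.26 ± 0.18), together with the kinase subunits Camk2b (-1.02 ± 0.13) and Camk2g (-0.97 ± 0.14). Tcf7l1, Col8a1, Dusp3 and Prrx1 (detected on 7 of the 12 arrays) also fell, and the chloride channel Clcc1 rose by 0.69 ± 0.13. Lower values were not limited to stimulated cultures. In Block cultures with ActD at 60 min, Dpysl3, Map1b, Nfix and Ddx6 were 8.46, 7.28, 9.98 and 9.22. In Block cultures without ActD at 60 min they were 9.29, 8.30, 10.9 and 10.4. Col8a1 and Tcf7l1 differed less between these arrays (5.78 against 5.87 and 6.09 against 6.26). Of the axon genes 5 and of the postsynaptic genes 6 were called when adjusted over the list alone. So were 3 short-lived regulators, 3 targets of miR-485-5p, 1 target of miR-326-3p and miR-330-5p and 1 fibroblast and vascular marker. The axon (median -0.09) and postsynaptic lists (median -0.05) were called in camera with adjusted p = 2.24e-05 and 0.00297, each with an adjusted p = 0.542 with an estimated correlation. At 5 and 60 min the count was 0 (299 and 202 probes at an unadjusted p under 0.05, 0 with robust variance estimation). The difference between the effect at 30 min and that at the other harvests passed for 2 probes, Dpysl3 (-1.56 ± 0.20) and an unnamed probe. The count at 30 min was 3 without the Block or the Activity array of that harvest and 1 without either of the ActD arrays of that harvest.

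In these fits at single harvests, immediate early genes lay higher with activity at 5 min (34 of 42, median 0.06, camera adjusted p = 0.00161; adjusted p = 0.692 with an estimated correlation), headed by Ccn2 (0.60 ± 0.21), Egr1 (0.32 ± 0.12) and Klf4 (0.43 ± 0.17), and 0 passed over the list alone. Ccn2 was 10.54 in Block and 11.73 in Activity cultures without ActD, but 11.03 and 11.04 with ActD. Egr1 and Klf4 lay higher with activity in both ActD states. Astrocyte markers were also called at 5 min (median 0.07, adjusted p = 0.0391; adjusted p = 0.692 with an estimated correlation) and ribosomal protein genes at 60 min (median 0.03, adjusted p = 0.0121; adjusted p = 0.743 with an estimated correlation). With ActD at 60 min, short-lived regulators (median -0.04, adjusted p = 0.0294; adjusted p = 0.815 with an estimated correlation) and postsynaptic genes (median -0.10, adjusted p = 0.0118; adjusted p = 0.982 with an estimated correlation) were called.

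**Figure D2:**
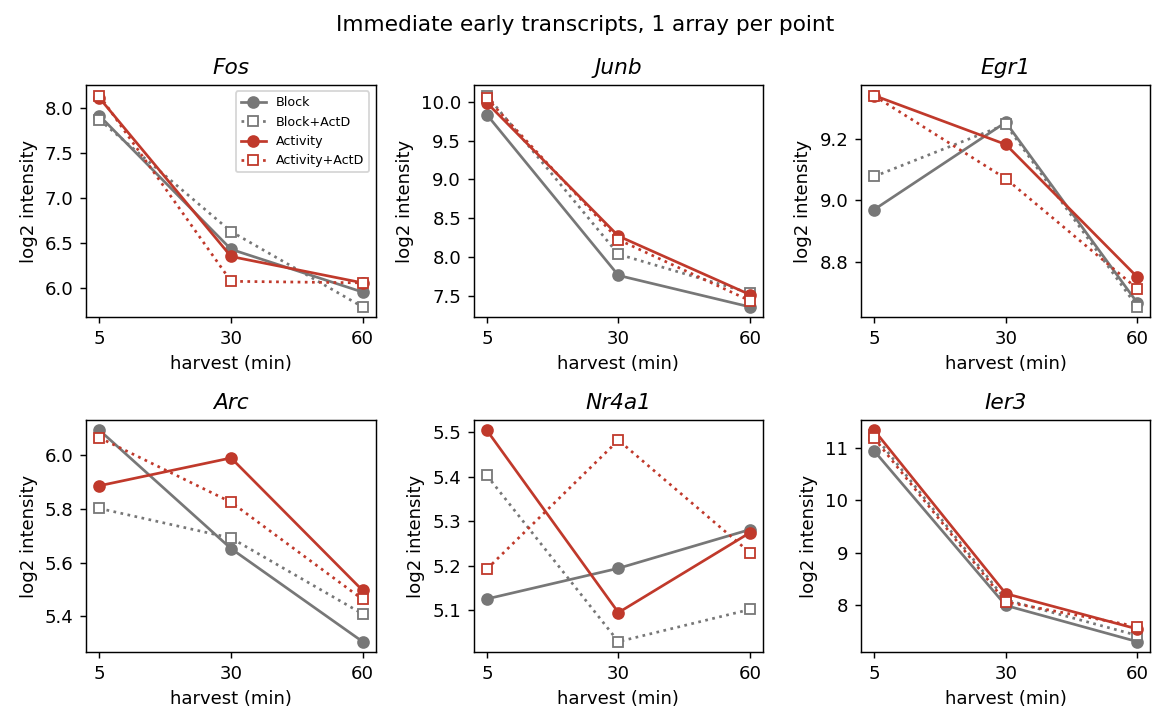
Log2 intensity after background correction and quantile normalization (vertical axes, each with its own range) of 6 immediate early transcripts against harvest in min, with 1 array per point. Filled circles are arrays without and open squares arrays with ActD; Ier3, Junb and Fos lay highest at 5 min in all 4 treatments, while Activity (red) and Block (grey) arrays of a harvest lay close together.

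The harvests themselves were compared because they separated the arrays, a comparison added after seeing the data. Arrays of the different treatments stood in for replicates of a harvest, so SE, SD and p-values hold no spread between preparations. Single transcripts were far higher at 5 min than at 30 and 60 min in every treatment. The iron-binding lipocalin Lcn2 fell by 7.76 ± 0.16 on the log2 scale, from 14.4 ± 0.22 (SD, n = 4) to 6.68 ± 1.07 (SD, n = 8), transferrin (Tf) by 7.61 ± 0.12, and the chemokines Cxcl1 and Ccl2 by 7.23 ± 0.08 and 6.20 ± 0.12. Chi3l1 fell by 5.77 ± 0.15 and the complement component C2 by 4.89 ± 0.15. Complement factor Cfb (13.2 ± 0.38 at 5 min), the complement inhibitor Serping1 (11.4 ± 0.25) and the chemokine Ccl7 (11.4 ± 0.12) were detected on all 4 arrays of 5 min and on 1, 1 and 4 of the 8 later arrays, and Ccl20 (12.1 ± 0.16) on 0 of the 8, so that their changes were bounded by background. Immediate early genes were lower later in 35 of 42 cases (median -0.49), with Ier3 at -3.40 ± 0.07, the matricellular Ccn2 at -2.39 ± 0.13, Junb at -2.22 ± 0.08, Ccn1 at -2.19 ± 0.09, Egr4 at -1.24 ± 0.10, Fos at -1.84 ± 0.12 and the mRNA decay factor Zfp36 at -1.81 ± 0.10, whereas Klf10 rose by 0.82 ± 0.10. This list was called in camera (adjusted p = 1.73e-07; adjusted p = 0.00864 with an estimated correlation), and 34 of its 42 genes passed when adjusted over the list alone and over all probes.

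Markers of other cell types moved with the harvest. Microglia markers were lower at the later harvests in 9 of 9 cases (median -1.73), led by Aif1, which was detected on 1 of the 8 later arrays, Fcer1g (-2.58 ± 0.15) and Cd14 (-1.73 ± 0.10). Fibroblast and vascular markers were lower in 8 of 10 (median -1.05), with Col5a2 at -2.35 ± 0.10, the smooth muscle protein Tagln at -1.92 ± 0.09 and fibronectin (Fn1) at -1.59 ± 0.08. Astrocyte markers split, with Clu (-0.94 ± 0.06), Vim (-0.68 ± 0.05) and Gfap (-0.54 ± 0.05) lower and a list median of -0.01. Neuronal lists lay higher later: axon genes (42 of 51, median 0.28), synaptic vesicle genes (33 of 41, median 0.17), postsynaptic genes (26 of 38, median 0.21) and interneuron markers (11 of 12, median 0.49), among them Gria2 (2.48 ± 0.18), Gabrb1 (2.30 ± 0.15), the contactin Cntn1 (1.70 ± 0.14), the neuropeptide Vip (1.65 ± 0.13), Slc17a6 (1.45 ± 0.16) and the fusion ATPase Nsf (1.38 ± 0.08). Camera called the microglia (adjusted p = 8.68e-07), fibroblast and vascular (0.00232), axon (1.25e-05), synaptic vesicle (0.00447), postsynaptic (0.00247), interneuron (0.00247) and ribosomal lists (0.00232, median -0.12), none of which held, with adjusted p = 0.0884, 0.0649, 0.120, 0.0649, 0.116, 0.120 and 0.326 with an estimated correlation. The remaining lists were not called: oligodendrocyte lineage (median -0.20), heat shock and unfolded protein response (0.10, with Hspb1 at -2.43 ± 0.09 and Hsp90aa1 at 1.53 ± 0.22), p53 targets (-0.19), short-lived regulators (-0.01, with the NF-kB inhibitor Nfkbia at -2.03 ± 0.06), study-named genes (0.16), targets of miR-326-3p and miR-330-5p (0.06) and miR-485-5p (0.04), and oxidative phosphorylation.

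In limma 3050 probes were higher and 2759 lower at 30 and 60 min than at 5 min, 5809 of 11792, with 5803 by robust variance estimation. The largest increases were those of Gria2, Pcm1 (2.35 ± 0.15), Gabrb1, the ubiquitin ligase Hecw1 (2.27 ± 0.19), Rb1cc1 (2.13 ± 0.10), Smc3 (2.13 ± 0.21), Ift74 (2.08 ± 0.18) and Psip1 (2.03 ± 0.20), with Sh3bgrl1 and U2surp, which were not detected on the Block+ActD array of 5 min. Scaling to equal total intensity gave 3896 higher and 1861 lower, and 3697 probes passed without the ActD arrays of 5 min. The sources used here do not say whether the arrays of a harvest were prepared together, so harvest and such a batch cannot be told apart.

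**Figure D3:**
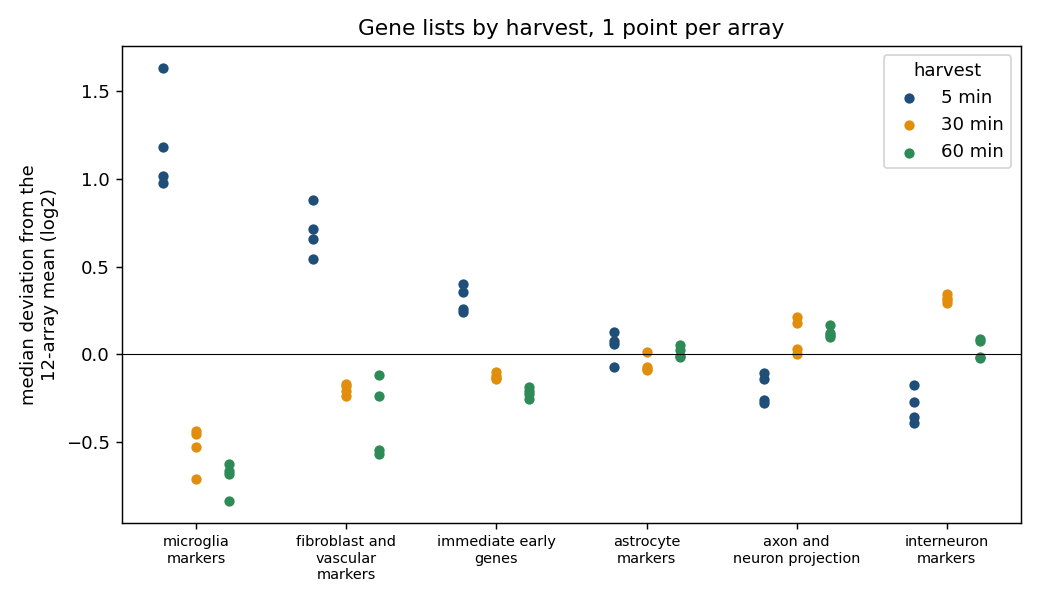
Median deviation of each gene list from its 12-array mean (vertical axis, log2) on each array, by list (horizontal axis) and harvest (colour), with 1 point per array. All 4 arrays of 5 min lay above the later arrays for microglia markers, with list medians from 0.98 to 1.63, and below them for interneuron markers.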

Values the study reported

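The study gave 410 genes as downregulated and 148 as upregulated after 5 min of raised activity in hippocampal neurons. Its methods required the change both with and without actinomycin D. Its text names a z-fold threshold of 1.4 for regulated transcripts, and the note to its gene ontology analysis of them names 1.3 with and without actinomycin D.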

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

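The splits of the arrays were chosen before their results were seen. The contrasts between harvests and at single harvests and the tests of fewer neurons, decay, a shared component, a lower neuron share, recent transcription and constant-rate decay were chosen only after the result was seen.

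The effect of ActD at 5 min differed from that at the later harvests for 133 probes that were lower and 2 that were higher, by a test of the difference. Fewer neurons on the ActD arrays of 5 min would lower neuronal genes as a set. The median ActD difference of the 130 axon, synaptic vesicle and postsynaptic genes was -0.047 in Block cultures (bootstrap interval over genes -0.159 to 0.048), with 69 lower. In Activity cultures it was 0.095 (0.024 to 0.172), with 49 lower. The 938 probes that were lower at 5 min had -0.99 and -0.58, but were picked on these same arrays. The neuronal medians argue against fewer neurons as the whole cause. Since neuronal genes went both ways, a part stays open, above all in Block cultures, where microglia markers differed by 0.65 (-0.40 in Activity). Decay while transcription was blocked would keep these 938 probes low if ActD stayed present. Their median difference was -0.077 at 30 and -0.356 at 60 min in Block and 0.044 and 0.099 in Activity cultures. Some shrinkage is due to picking these probes on the 5 min arrays. The paper describes a change to fresh medium after the stimulus and does not say whether it held ActD. The values therefore argue only against lasting decay as the whole cause, and leave open the 889 probes still lower in Block cultures at 60 min. A component that moves these probes together whatever the treatment cannot be told apart from an effect of activity that depends on ActD: Activity minus Block differences in their median reached 0.263 (0.0325 for the median of random sets), but were -0.084 and -0.20 without and 0.044 and 0.263 with ActD at 30 and 60 min, with the same signs at both harvests. A biological difference between shorter exposure to ActD, which began before the stimulus, and longer exposure remained untested.

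Microglia markers, immediate early genes and single genes such as Lcn2 and Cxcl1 were higher on the 5 min arrays than later. A lower share of neurons alone would raise the markers of other cell types alike, but astrocyte and microglia markers differed by 1.72 in their median change (bootstrap interval over genes 0.80 to 2.63). For these 2 lists this argues against a lower share as the whole cause. It leaves a part open, since neuronal lists were lower at 5 min: 42 of 51 axon, 33 of 41 synaptic vesicle and 11 of 12 interneuron genes lay higher later. Decay at a constant rate from the 5 min harvest on was argued against as well: with ActD the 255 probes that were at least 2-fold lower and detected at 30 min changed by -1.45 from 5 to 30 min but by -0.182 from 30 to 60 min, which leaves open a fall to a new steady level. Transcription in the minutes before the 5 min harvest cannot be told apart, because the median ActD effect on immediate early genes at 5 min was 0.036 (interval -0.038 to 0.089) while the short-lived regulators, of which 10 of 49 fell, were not called as a list (adjusted p = 0.0518; adjusted p = 0.915 with an estimated correlation). Separate preparation of the arrays of a harvest is confounded with harvest and stays open.

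The splits used simpler fits, the same for the real and the other splits, so their counts differ from those of the full design except for the interaction: harvest and ActD alone for the ActD effect, harvest and activity within the 6 arrays of an ActD state for activity, and no term between 30 and 60 min for the harvests. For the harvests 1 of 100 splits, the real one, gave as many probes (5222, highest other 178), but this contrast was chosen because these arrays stood apart, so the splits do not exclude chance independently. Chance was not excluded for the ActD effect, where 6 of 100 splits gave as many probes at an unadjusted p under 0.05 (2106, highest other 3835), nor for the interaction, with 12 of 100 (755, highest other 2570). For activity without ActD (1 of 10 splits; 1873, highest other 806) and with ActD (4 of 10; 644, highest other 1193) the splits were too few for a share under 0.05.

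The effect of activity at 30 min differed from that at 5 and 60 min for 1 probe that was lower and 1 that was higher, and for the axon list (median difference -0.0918) and the postsynaptic list (0.00367, lower in camera), both lost at adjusted p = 0.692 with an estimated correlation. The effect of activity differed between ActD states for the axon (0.175), postsynaptic (0.110), microglia (-0.348), ribosomal (-0.0823) and oxidative phosphorylation lists (-0.0908). At 30 and 60 min it differed for the axon (0.103), postsynaptic (0.0873), ribosomal (-0.0931) and oxidative phosphorylation lists (-0.0821). None of these list differences held with an estimated correlation. The microglia list was not called at 30 and 60 min (median -0.0697, 4 higher and 5 lower).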

How the results depend on the processing

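The settings for the shared Block control, the harvests, ActD at 5 min and activity at 30 min were chosen only after the data were seen, and the others were planned. No count or named gene value changed sign, although some list medians did under other scalings, such as those of immediate early genes for activity without ActD and of microglia markers for ActD at 5 min. Of the values for single named genes 420 under planned and 439 under later settings stayed on their side of the threshold, 13 under planned settings newly passed and 32 under later settings no longer passed. No paired analysis was possible because every array carried replicate number 3, so the numbers pair no arrays, and matched harvests entered the fits as a factor instead. Array weights gave 309 probes for the ActD effect, 262 for the trend and 198 for activity at 30 min, and leaving out the arrays of 30 min gave 174 for the ActD effect. Without the ActD arrays of 5 min 3697 probes passed between harvests, and scaling to equal totals split that contrast into 3896 higher and 1861 lower. Median scaling gave 1673 probes for ActD at 5 min (29 higher, 1644 lower), 77 for activity at 30 min, and moved the median of all probes from -0.03 to 0.17 for the trend. Without a variance trend these counts were 414 and 1. Co-regulated counts at 5 min (down, up) were 4 and 3 at z-fold 2, 57 and 59 with detection on at least 1 array, 60 and 54 with background-corrected, quantile-normalized values, and 369 and 136 with a shared Block control, while 1.2-fold in both gave 16 upwards. At 30 min they were 189 and 13 at z-fold 2 and 535 and 24 at 1.2-fold, with 96 upwards on detection on at least 1 array and 124 upwards with a shared Block control. At 60 min they were 2 and 1 at z-fold 2, 44 and 44 with detection on at least 1 array, 38 and 25 with background-corrected, quantile-normalized values, 35 and 8 at 1.2-fold and 442 and 228 with a shared Block control, with 31 downwards at z-fold 1.3 and 9 upwards with detection p under 0.01 on all arrays. With an estimated correlation the number of lists called was 0 for activity without ActD, the interaction, the late effect without ActD, the late interaction and activity at 30 min, and 1 for the harvests. Scaling to equal totals called 3 lists for the ActD effect, 3 for ActD at 5 min and 5 for activity at 30 min, and for ActD at 5 min all probes of a gene and unfiltered probes called 2 each. Leaving out each array gave 0 to 0 probes for the activity effects and their interaction. The range was 0 to 604 for the ActD effect, 0 to 181 for the late effect without ActD, 0 to 302 for the late interaction and 0 to 245 for the trend, each highest without the Block+ActD array of 30 min, and 0 to 86 for the late effect with ActD, highest without the Block+ActD array of 60 min. It was 4740 to 5740 for the harvests. For ActD at 5 min it was 0 (without the Block or the Block+ActD array of 5 min) to 1706 (without the Block array of 60 min), with 1694 to 1706 without any array of 60 min and 587 to 590 without any array of 30 min. For activity at 30 min it was 1 (without either ActD array of 30 min) to 161 (without any array of 60 min), with 3 without the Block or the Activity array of 30 min. The late effect without ActD was also 173 without the Block+ActD array of 60 min, that with ActD 13 without the Block+ActD array of 30 min, and the trend 3 without the Block array of 30 min. Signal over background limits what can be said of probes detected on few arrays, and apart from the fewer arrays or probes that some settings leave, the cause was not tested.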

Other observations

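The comparison of co-regulation under a shared Block control with simulated unchanged arrays was planned before that result was seen for the total, and the comparisons by direction and with mismatched harvests were chosen only after the result was seen.

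Single genes of lists that were not called, the short-lived regulators and the p53 targets, differed between harvests in both directions. The transcription factor Cebpb changed by -1.49 ± 0.08 and the differentiation inhibitor Id1 by -1.41 ± 0.11 from 5 min to the later harvests, while the neurogenic factor Neurod1 rose (limma adjusted p = 5.36e-07). The p53 targets Phlda3 and Gadd45a fell by 1.10 and 0.85, and Hmox1 fell by 1.13. The interneuron genes Lhx6, Dlx1 and Gad1, the last of which encodes a GABA-synthesizing enzyme, rose by 0.93 ± 0.11, 0.89 ± 0.08 and 0.68 ± 0.08. All of these moved the same way in 8 of 8 pairs of arrays.

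Not all immediate early genes followed their list. Jun rose by 0.38 ± 0.07 and Egr2 by 0.28 ± 0.06 at the later harvests, in 8 and 7 of 8 pairs, and Egr1 fell by 0.24 ± 0.08 in 6 of 8 pairs. Nr4a1 differed by -0.10 ± 0.12 and did not pass.

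The number of co-regulated probes at 5 min was 33 downwards and 30 upwards at the threshold of 1.4, and 44 and 42 at 1.3. All of these are lower than the numbers of genes quoted from the study above. With 1 shared Block array as control they were 369 and 136 at 1.4. The sources used here give neither the formula of the z-fold nor the control arrays behind the study's counts. The legend of the study's first figure describes parallel control cultures that received DMSO and stayed in the inhibitors. It does not say which contrasts they served.

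Chance values of 1 shared Block array enter both contrasts, and unchanged simulated arrays with such a control gave a mean total of 474 (range 434 to 528) against 505 observed. By direction, 369 downwards lay above the simulated range of 211 to 268 and 136 upwards below that of 209 to 262, and the contrast with ActD also holds the effect of ActD, so such chance values cannot be told apart from these effects. The simulated covariance was 0.0161 against 0.0362 observed, so the excess may hold shared effects or that of ActD, but controls could not be split with 1 array per group. Whether activity moved the same transcripts with and without ActD at 5 min cannot be told apart from no such effect with own controls: the count was 0.58 times that of independent lists, within the range of 0.36 to 3.20 for mismatched harvests. The total of 63 lay below the 120 to 173 of unchanged simulated arrays with own controls. The simulated noise was independent between probes, with a mean correlation of 0.0014 between the contrasts, against -0.27 observed. The counts therefore showed no excess, but cannot tell whether opposite shifts shared by many probes hid co-regulated ones. At 30 min this ratio was 5.53, above that range, with a correlation across probes of 0.47, and at 60 min 0.35, below it, with 1 array per group and no replicate check.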
